A study of Mus musculus with 3 samples. Its data were reported in "A pathologically expanded, clonal lineage of IL-21–producing CD4+ T cells drives inflammatory neuropathy" (2024).

How the data were processed

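Single-cell RNA sequencing was analysed for CD45+ cells, that is all immune cells, sorted from sciatic nerves of neuropathic NOD.AireGW/+ mice. These mice carry a partial loss-of-function change in Aire, a gene needed for immune tolerance, on the autoimmunity-prone NOD background, and develop spontaneous inflammation of peripheral nerves. The labels give 3 libraries in 1 group. Libraries 1 and 2 came from 1 mouse each and library 3 pooled 2 mice, whose cells were not told apart here. No control group was analysed here, so cell states were compared within libraries and no disease effect was tested. The paired receptor sequencing of the study was not used here.

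Per the file headers and the study's methods, the authors mapped 5′ gene expression reads to mm10 with Cell Ranger, kept its filtered barcodes and deposited raw UMI counts per gene and cell, with 1 matrix per library. A UMI (unique molecular identifier) counts 1 captured transcript. Each matrix held 32285 gene rows. The gene lists of libraries 2 and 3 were identical, and library 1 came with no list of its own among the files used here. Its row totals, in the order of those lists, had a Spearman correlation of 0.9501 with library 2 and 0.9287 with library 3, across genes. Shifting the order by 1 row gave 0.3619 and 0.3211. The threshold of 0.9 for using library 1 was set before the data were examined, as were the main comparisons, the marker genes, the genes held out of clustering and all alternatives except 1. Some further tests were chosen later, as said where they are given.

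Cells with fewer than 300 UMIs, more than 5000 genes or more than 20% mitochondrial UMIs were left out, following the study. The gene limit removed 54, 42 and 0 cells from libraries 1 to 3, and the mitochondrial limit removed 24, 13 and 0. Doublets were kept in the main analysis. Scrublet (scanpy 1.11.5) with its automatic threshold marked 0, 0 and 8 cells and was judged not to have worked. For the alternative without doublets, the highest-scoring cells were taken instead, at a rate that grows with the number of cells, which gave 118, 545 and 19 cells (3.07%, 6.60% and 1.24%). Those calls held 18.8%, 41.0% and 45.5% of the cells with both Cd3e and Cd79a UMIs, so many cells with both stayed in. Whether these are doublets or cells with free RNA was not tested.

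Clustering used Seurat 5.3.0 in R 4.3.3 with log-normalized counts, 2000 variable features, anchor integration of the libraries, 30 principal components and a resolution of 0.5. Il21, Ifng, Il10, Cxcr6, Cxcl16, Cxcl13, Ccr2, Cx3cr1, Il21r and all antigen receptor genes were kept out of the features, so that they did not define the clusters. Receptor genes entered the naming only through the gamma delta T cell markers. CD4 T cells were cells of T-like or dividing-like clusters with at least 1 Cd4 UMI and no Cd8a or Cd8b1 UMI, and were clustered again. No further T cell marker was asked of dividing-like cells. Their cluster had S100a8 and S100a9, markers of another lineage, among its leading genes. Dividing cells of other lineages with a Cd4 UMI could therefore enter.

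Clusters were named from fixed marker lists, and the names are rebuilt, not the authors'. The scoring rule was revised after cluster profiles, held-out genes included, had been seen. Each name was scored by the share of cells with each marker relative to the best cluster, and needed 3 markers detected in a share of 0.1 of the cells. At least 3 markers of 1 name among the 10 leading genes decided the name. A CD4 T cell cluster led by markers of another lineage, or with at least 3 cytotoxic genes among its 10 leading genes, stayed unnamed. These last rules were added after seeing the profiles. They left CD4 T cell cluster 5, led by Klrd1, Ccl5 and Prf1, unnamed although its score for the Tph-like name, 0.933, was above the 0.605 of the cluster that received it. That cluster held 4.97%, 3.59% and 2.80% of the CD4 T cells of libraries 1 to 3. Cluster 7, led by macrophage genes such as Apoe and Lyz2, held 0.577%, 2.43% and 0%. The Tph-like cluster was the least certain name, since its second score, for Treg-like cells, was 0.541 and none of its markers was among its 10 leading genes. One T-like cluster of all CD45+ cells had 0 of its own markers and 1 of another class among its leading genes. The rules on markers of another lineage and on cytotoxic genes were not applied to the classes of all CD45+ cells. Another T-like cluster, of 495 cells, was led by Klra5, Klra9 and Gzmb, with 0 of its own markers among its leading genes.

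UMIs were summed per library and state, with sums of fewer than 10 cells left out. Sums were tested with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling, filterByExpr, the library as a block and Benjamini-Hochberg adjustment over all genes tested. The states of 1 library came from the same mice, which is why the library was a block. A call needed an adjusted p under 0.05. Levels are given as CPM, the deposited counts of a gene scaled to a common library total and by TMM, as mean ± SD over libraries. A two-sided exact permutation of state labels within library on log2(CPM + 1) was added for Il21. Genes were named from a fixed list of immune genes, and as the 5 largest changes in each direction between Tph-like and Tfh-like cells. The latter had to pass the threshold, change the same way in every library, have a mean of at least 50 CPM and be neither variable features nor markers.

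To compare shares of cells with a UMI, each cell was thinned to 1100 UMIs, the 20th percentile of the shallowest library's CD4 T cells rounded down. Intervals are exact 95% binomial intervals and cover counting error only. Gene positions come from GENCODE vM21, on the same mouse build (mm10), matched by Ensembl identifier.

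The tests were tested on simulated data drawn from the real means and library sizes, with 200 genes changed by 1.5 on the log2 scale. For the sums of Tph-like and Tfh-like cells at their estimated dispersion, edgeR recovered 93.5% of the changed genes tested and DESeq2 1.42.0 recovered 55.6%. At a dispersion of 0.1 these shares were 28.1% and 17.4%. For the contrast of both states with the other CD4 T cell states, edgeR recovered 74.1% at 0.1, and for the contrast of macrophage-like and cDC-like cells with T cells and B cells 76.3%.

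Alternatives were the removal of each library in turn, no library block, DESeq2, no filter on low counts, no integration, resolutions of 0.3 and 0.8, removal of doublets, a looser and a wider definition of CD4 T cells, held-out genes allowed as features, and count splitting. Count splitting made clusters from UMIs drawn with a probability of 0.5 and ran the tests on the rest. Shares were also computed with another thinning depth, 800 UMIs, and without thinning. One alternative, counting the cytotoxic cluster 5 as Tph-like, was chosen after seeing the data. One further test of the macrophage-like cells is not reported here.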

Results

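The data were UMI counts of single CD45+ cells from sciatic nerves of neuropathic NOD.AireGW/+ mice, in 3 libraries of 1 group. Library 1 held 3926 cells and 22983991 UMIs, library 2 held 8311 cells and 55120460 UMIs, and library 3 held 1533 cells and 3399733 UMIs. The median cell had 3985.5, 4659 and 1726 UMIs in libraries 1 to 3. After filtering, 3848, 8256 and 1533 cells remained. Library 3 was therefore the least precise, and its sums of Tfh-like and Tph-like cells rested on 27 and 33 cells.

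To describe the immune infiltrate, all cells were clustered and named by marker genes. T cells made up 60.9% ± 18.9 of cells (SD, n = 3 libraries), B cells 7.34% ± 4.07 and conventional dendritic cells (cDC-like) 3.78% ± 1.86. The macrophage-like share differed between libraries, at 0.858% (exact 95% interval 0.591 to 1.20) in library 1, 29.2% (28.3 to 30.2) in library 2 and 1.11% (0.647 to 1.77) in library 3. The library 3 cells of this class numbered 17, with a median of 816 UMIs. CD4 T cells made up 16.3% ± 5.41 of all cells, or 866, 1030 and 214 cells in libraries 1 to 3. Without the need for a Cd4 UMI this share was 41.0%, the alternative that moved it most.

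**Figure D1:**
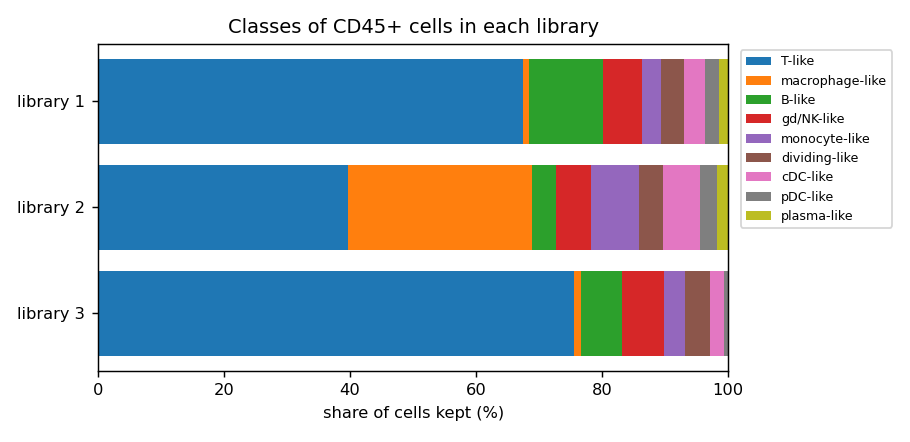
Share of cells kept (%, horizontal axis) in each class of CD45+ cells, with 1 bar per library. The macrophage-like share is 29.2% in library 2 against 0.858% in library 1 and 1.11% in library 3.

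The CD4 T cells were clustered again to ask which states express Il21. Stem-like cells made up 30.7% ± 5.56 of CD4 T cells (SD, n = 3), Treg-like cells 25.4% ± 5.56, Tph-like cells (T peripheral helper-like) 18.0% ± 2.29, Tfh-like cells (T follicular helper-like) 12.7% ± 1.06, dividing-like cells 6.20% ± 1.99 and interferon-response-like cells 2.26% ± 0.536. Another 4.79% ± 1.74 stayed unnamed. No cluster was named early effector-like here, while 135 cells were at a resolution of 0.8 and 325 with no Cd4 UMI needed, so such cells are counted under other names in these shares. Counting the cytotoxic unnamed cluster as Tph-like raised the Tph-like share to 21.8%. Clusters made from a random part of the UMIs, in count splitting, held 598 Tph-like cells against 400, so the border of this state is uncertain.

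Il21 (ENSMUSG00000027718; mm10 chromosome 3, 37222759 to 37232636, minus strand, protein coding) was measured at 251 ± 100.4 CPM in Tph-like cells and 121 ± 65.9 CPM in Tfh-like cells (SD, n = 3). It was at 8.85 ± 1.69 CPM in stem-like cells, 3.79 ± 3.49 CPM in Treg-like cells and 23.4 ± 20.8 CPM in dividing-like cells. In interferon-response-like cells, which had enough cells in libraries 1 and 2 only, it was at 0 and 95.8 CPM. The mean of Tfh-like and Tph-like cells was above the mean of the other states by 3.54 on the log2 scale (SE 0.20, edgeR adjusted p 3.768e-22, 7201 genes tested). In the exact permutation of state labels within library, 3 of 2250 arrangements were as extreme (two-sided p = 0.001333, where the smallest possible is 0.0004444). Over the alternatives this difference ranged from 3.14 to 4.97. After thinning to 1100 UMIs, Il21 UMIs were found in 16.6% ± 4.18 of Tph-like, 8.26% ± 4.01 of Tfh-like and 1.11% ± 0.421 of stem-like cells. Interferon-response-like cells had 6.52%, from 3 of 38 cells, all in library 2, where their 13.0% was above the 9.86% of Tfh-like cells. Unnamed cells had 4.75% and dividing-like cells 3.88%, each over 2 libraries. B cells, taken as the background, had 0.159% ± 0.276. Without thinning the shares were 22.9% in Tph-like cells (median 2041 UMIs), 22.7% in Tfh-like cells (median 3930 UMIs) and 1.30% in B cells (median 3589 UMIs).

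**Figure D2:**
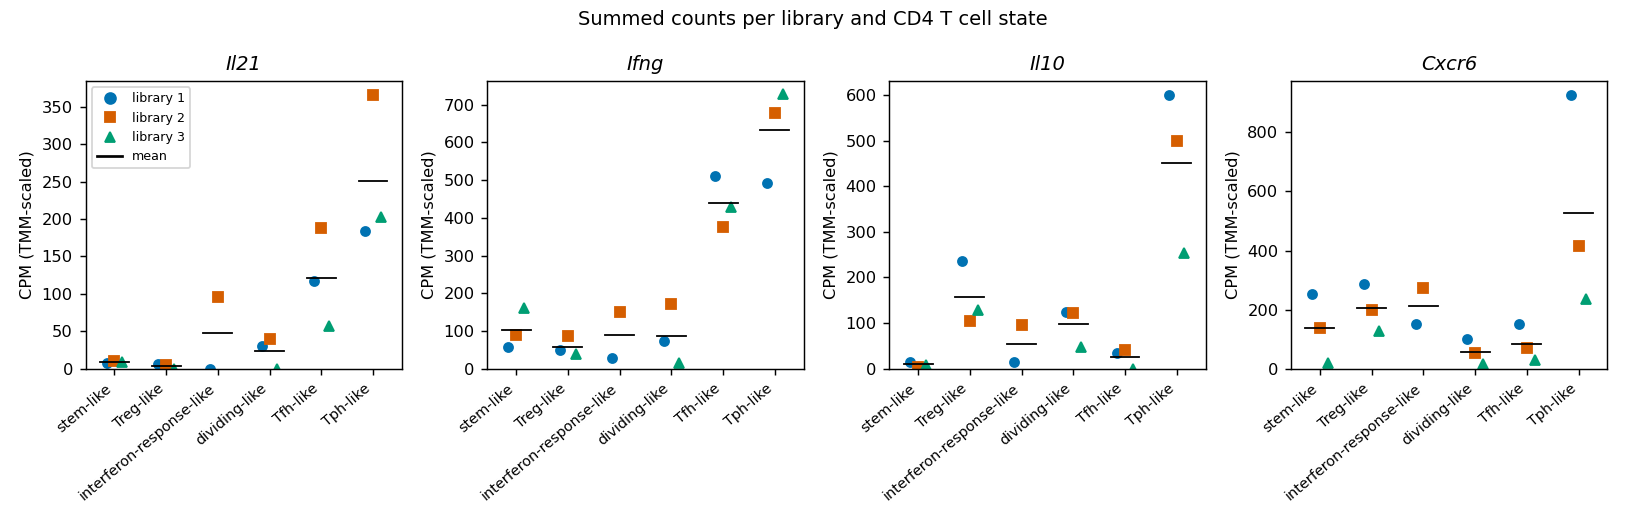
Levels of Il21, Ifng, Il10 and Cxcr6 (vertical axes, CPM after TMM scaling) in each CD4 T cell state. Points are libraries and black lines are their means; Il21 averages 251 CPM in Tph-like and 121 CPM in Tfh-like cells, against 8.85 CPM in stem-like cells.

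The Tph-like and Tfh-like cells were then compared with each other within libraries. Il21 was higher in Tph-like cells by 0.91 on the log2 scale (SE 0.18, edgeR adjusted p 8.665e-06) and in 3 of 3 libraries. Without library 2 the difference was 0.83 with an adjusted p of 0.06683, past no threshold. Its adjusted p ranged from 2.247e-05 to 0.4397 over the alternatives. CPM is relative to all UMIs of a state, and Tph-like cells held fewer UMIs per cell (median 2041 against 3930). Il21 UMIs numbered 80, 161 and 12 in 164, 203 and 33 Tph-like cells of libraries 1 to 3. They numbered 57, 104 and 4 in 101, 142 and 27 Tfh-like cells. Per cell, Il21 was thus lower in Tph-like cells of library 1 and higher in those of libraries 2 and 3. A difference per cell was not tested. Cxcr6 (mm10 chromosome 9, 123806475 to 123811760) was higher in Tph-like cells by 2.64 (SE 0.17, adjusted p 3.952e-45), with 527 ± 359 CPM against 82.6 ± 62.1 CPM. Il10 (chromosome 1, 131019845 to 131024974) was higher by 3.88 (SE 0.20, adjusted p 8.088e-63), with 451 ± 178 CPM against 25.6 ± 22.4 CPM. Both differences held in 3 of 3 libraries and under every alternative run. Ifng (chromosome 10, 118441046 to 118445892) was higher by 0.48 (SE 0.13, adjusted p 0.00378), but in 2 of 3 libraries only. Its level was 493 CPM in Tph-like and 511 CPM in Tfh-like cells of library 1, 678 and 375 CPM in library 2, and 727 and 428 CPM in library 3. Without library 2 the Ifng difference fell to 0.18 (adjusted p 0.7873), so this call rested on library 2. Per cell, Ifng was lower in Tph-like cells of library 1, with 215 UMIs in 164 cells against 248 in 101 Tfh-like cells. It was not lower in library 2 (298 in 203 against 207 in 142) or library 3 (43 in 33 against 30 in 27).

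Of 5267 genes tested, 659 differed between Tph-like and Tfh-like cells, 297 higher and 362 lower in Tph-like cells. Because variable features shaped the clusters, the genes that were not variable features were counted apart, and numbered 196 higher and 167 lower. The alternative that moved the count most was the fit without the library block, which called 71 genes. Without library 1 the count was 409, without library 2 it was 338, and DESeq2 called 250. Ribosomal protein genes, grouped after their values were seen, made up many of the lower calls. Of 80 tested, 78 were called lower in Tph-like cells and 0 higher, with a median log2 difference of -0.76, or -0.77 with DESeq2, where the median of all genes was 0.01. Their share of UMIs was 16.3% in Tph-like and 24.7% in Tfh-like cells of library 1, 20.5% and 30.3% in library 2, and 22.3% and 33.0% in library 3. Of the fixed list, 14 genes were tested. Of these, 12 passed the threshold adjusted over all genes, and 12 when adjusted over the list alone. Among those also used as naming markers, Prdm1 was higher in Tph-like cells by 3.46 and Maf by 2.05, and Tcf7, Bcl6, Tox2 and Slamf6 fell by 3.86, 1.72, 1.53 and 1.23. None of these naming markers is independent of the names. Cd4, a marker of the T-like class, was higher in Tph-like cells by 0.57 (SE 0.12, adjusted p 3.934e-05, 3 of 3 libraries). Every cell, however, needed a Cd4 UMI, and Tph-like cells were shallower (median 2041 UMIs against 3930 in Tfh-like cells). A required UMI gives a higher CPM in a shallower cell, and with no Cd4 UMI needed the sign changed. The Cd4 difference is therefore not read as higher expression. Ccr2, which was held out of clustering and naming, was higher in Tph-like cells by 3.51 (SE 0.26, adjusted p 1.387e-35, 3 of 3 libraries). Cxcl13 differed by -0.44 (SE 0.45, adjusted p 0.676) and Il21r by 0.05 (SE 0.17, adjusted p 0.9336), differences smaller than their error. Each became a call under 1 alternative, Cxcl13 without integration (-1.22, adjusted p 0.004915) and Il21r with no Cd4 UMI needed (0.53, adjusted p 0.01607), so neither is settled. Besides Il10, Ccr2 and Cxcr6, the rule for the largest changes gave Aopep (2.56) and Camk2n1 (2.42) as higher in Tph-like cells. Lower in Tph-like cells were Irf2bp2 (-1.64), Pdcd1lg2 (-1.36), Kcnn4 (-1.33), Ankrd46 (-1.31) and Rps18 (-1.25). Rps18 is uncertain, since ribosomal protein genes have near-identical pseudogenes. Without library 2, Camk2n1, Pdcd1lg2, Ankrd46 and Rps18 no longer passed the threshold, at 1.59, -1.20, -1.38 and -0.98, and without library 1 Ankrd46 did not, at -1.01.

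**Figure D3:**
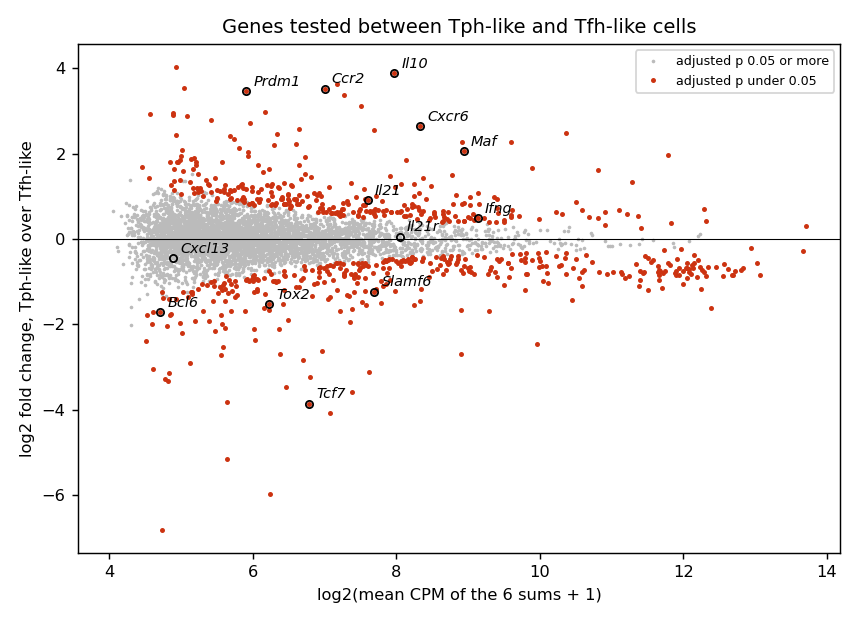
Log2 fold change of Tph-like over Tfh-like cells (vertical axis) against log2 of the mean CPM of the 6 sums plus 1 (horizontal axis), with 1 point per gene tested. Red points are the 659 genes with an edgeR adjusted p under 0.05; Il10 lies at 3.88 and Tcf7 at -3.86.

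To ask which cells express CXCL16, the ligand of CXCR6, classes of all CD45+ cells were compared. Cxcl16 (ENSMUSG00000018920; mm10 chromosome 11, 70453983 to 70459984, minus strand) was measured at 570 ± 334 CPM in macrophage-like, 633 ± 130 CPM in monocyte-like and 439 ± 94.3 CPM in cDC-like cells (SD, n = 3). T cells had 2.77 ± 2.64 CPM and B cells 3.87 ± 6.39 CPM. Macrophage-like and cDC-like cells together were above T cells and B cells by 7.50 on the log2 scale (SE 0.43, edgeR adjusted p 3.28e-12, 11242 genes tested). The alternative that moved this most left out 1 library and gave 9.20. Cxcr6 was higher in T cells, at 305 ± 169 CPM, than in macrophage-like cells, at 64.9 ± 79.1 CPM, and cDC-like cells, at 55.3 ± 53.4 CPM. The difference was 2.56 (SE 0.32, adjusted p 4.957e-07), and ranged from 2.17 to 3.14 over the alternatives. RNA of T cells was not removed from the other classes. Cd3e, a T cell gene, was at 647 and 259 CPM in macrophage-like cells of libraries 1 and 2, against 1886 and 1861 CPM in T cells, and Cxcr6 stood in a similar proportion, at 153 and 41.5 CPM against 488 and 271 CPM. In library 3 the 17 macrophage-like cells had 493 CPM of Cd3e and 0 UMIs of Cxcr6. The Cxcr6 levels of macrophage-like, cDC-like and B cells are therefore not read as expression by those cells, and free T cell RNA or doublets would make the difference look smaller than it is. B cells had 40.1 ± 46.7 CPM of Cxcr6. The highest mean was in gd/NK-like cells (gamma delta T and NK cells), at 344 ± 223 CPM. That rank rested on library 2, with 515 CPM in gd/NK-like and 271 CPM in T-like cells. T-like cells were above gd/NK-like cells in library 1 (488 and 424 CPM) and library 3 (156 and 91.7 CPM). Dividing-like cells had 258 ± 209 CPM. Cxcr6 was therefore not specific to the T-like class. That class included a cluster of 495 cells led by Klra5, Klra9 and Gzmb, so its border with gd/NK-like cells is uncertain.

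**Figure D4:**
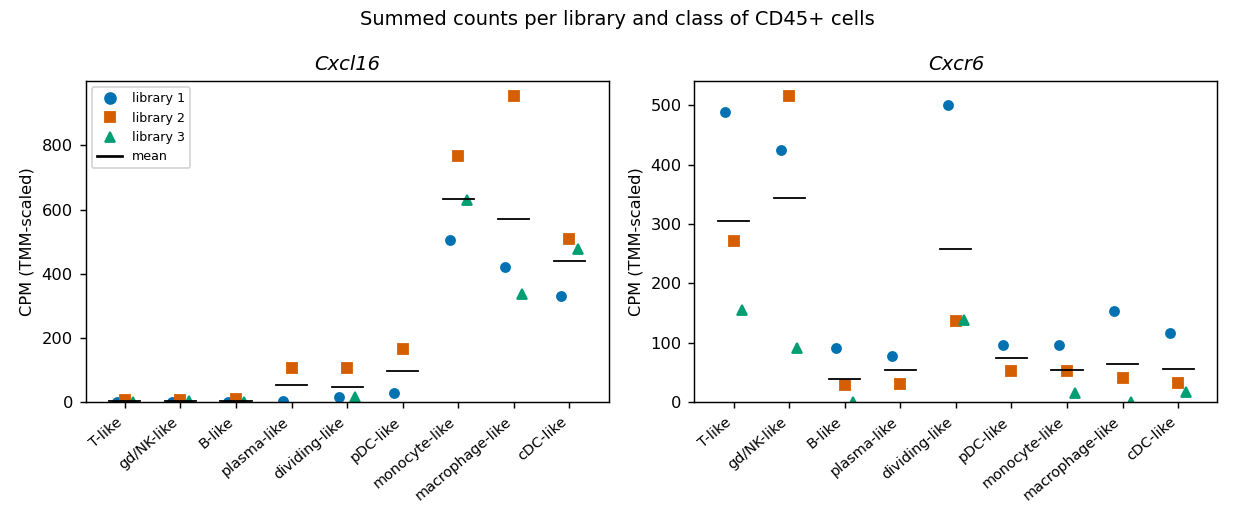
Levels of Cxcl16 and Cxcr6 (vertical axes, CPM after TMM scaling) in each class of CD45+ cells. Points are libraries and black lines are their means; Cxcl16 averages 570 CPM in macrophage-like and 2.77 CPM in T-like cells, while Cxcr6 averages 305 CPM in T-like cells.

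To ask whether single Tph-like cells carried several cytokine transcripts, cells were thinned to 1100 UMIs, which left out 73 of 400 Tph-like cells. UMIs of exactly 2 of Il21, Ifng and Il10 were found in 13.0% ± 5.26 of the cells (SD, n = 3), where independent detection of the genes gave 15.1%. All 3 genes were found in 3.32% ± 0.796, against 1.67% under independence. Those were 3, 6 and 1 cells in libraries 1 to 3, with exact 95% intervals of 0.537% to 7.37%, 1.19% to 6.85% and 0.105% to 21.1%. The intervals hold the share expected under independence in each library, so an excess was not detectable at this depth. Without thinning, 20.4% ± 5.78 of Tph-like cells had exactly 2 of the genes and 4.94% ± 1.93 had all 3. Of thinned stem-like cells, which had few UMIs of these genes, 0 of 191, 0 of 275 and 1 of 64 had 2 in libraries 1 to 3.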

Values the study reported

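The study reported 4,017 CD4 T cells in 6 groups. It reported 560 genes that differed between its Tfh and Tph-like clusters. A pair of the cytokines was detected in 26% of its Tph-like cells, and the full set in 7%.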

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

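One alternative, counting the cytotoxic cluster as Tph-like, was chosen after the data were seen. Higher Il21 in Tfh-like and Tph-like cells than in the other states, and higher Cxcr6 and Il10 in Tph-like than in Tfh-like cells, passed the threshold under all 15 alternatives. Their log2 differences ranged from 3.14 to 4.97, from 2.57 to 3.09 and from 3.21 to 4.53. The class differences in Cxcl16 and Cxcr6 passed under all 8 alternatives run for them, from 6.72 to 9.20 and from 2.17 to 3.14.

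Higher Il21 in Tph-like than in Tfh-like cells kept its direction, but was no longer past the threshold without the library block (0.97, adjusted p 0.3422), with no Cd4 UMI needed (0.28, adjusted p 0.4397) and under count splitting (0.63, adjusted p 0.08273). Over the 3 fits that each left out 1 library it ranged from 0.83 to 1.06. Higher Ifng kept its direction but lost the threshold without the block (0.54, adjusted p 0.6594), with DESeq2 (0.52, adjusted p 0.3936), with doublets removed (0.45, adjusted p 0.192), with Cd8 UMIs allowed (0.30, adjusted p 0.1576), with no Cd4 UMI needed (0.38, adjusted p 0.2215) and under count splitting (0.45, adjusted p 0.05974). Leaving out 1 library gave 0.18 to 0.87. Over all alternatives the adjusted p of Ifng ranged from 2.479e-09 to 0.7873. The cause was not tested, except that count splitting and leaving out a library use fewer UMIs or samples.

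The count of genes that differed between Tph-like and Tfh-like cells, 659 with 297 higher and 362 lower, was 71 without the library block (39 higher, 32 lower), 250 with DESeq2 (84 higher, 166 lower) and 423 under count splitting (187 higher, 236 lower). Leaving out 1 library gave 338 to 701 genes, 130 to 311 higher and 208 to 390 lower. The block pairs the states of a library, and its removal leaves the differences between libraries in the error. In data simulated from these sums DESeq2 also recovered fewer changed genes than edgeR. Besides Il21 and Ifng, the genes Bcl6, Tox2, Slamf6, Cd4, Irf2bp2, Pdcd1lg2, Kcnn4, Ankrd46 and Rps18 lost the threshold without the block. With DESeq2, Bcl6 (-1.88, adjusted p 0.3575), Pdcd1lg2 (-1.37, adjusted p 0.2254) and Ankrd46 (-1.23, adjusted p 0.3524) lost it too, and under count splitting Tox2 did (-0.68, adjusted p 0.2791). All kept their direction.

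The Tph-like share of CD4 T cells moved from 18.0% to 20.6% at a resolution of 0.3, 20.3% with held-out genes allowed and 21.8% with the cytotoxic cluster counted in. Count splitting was planned for the tests and not for the shares, but its Tph-like cluster was larger still, with 598 cells against 400 of the same CD4 T cells. With no Cd4 UMI needed, the CD4 T cell share rose to 41.0% by construction, the Tfh-like share was 11.0%, and the share of Tph-like cells with all 3 cytokine genes was 1.83%. That last share was 1.93% at the lower thinning depth and 4.94% without thinning, and the share with exactly 2 was 20.4% without thinning. Deeper cells show more genes, so these shares depend on depth.

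Among 19 other results, 18 comparisons with an alternative were weaker, 2 stronger, 10 moved and 3 reversed, and 246 kept their side. Of the moved ones, 2 each came without library 1, without library 2, without the block, with DESeq2 and under count splitting. The 2 stronger ones were genes that became calls: Cxcl13 was lower in Tph-like cells without integration (-1.22, adjusted p 0.004915), and Il21r was higher with no Cd4 UMI needed (0.53, adjusted p 0.01607). Il21r, which differed by less than its error, ranged from -0.0953 to 0.3495 over the fits that each left out 1 library and changed sign without library 2 (-0.0054) and library 3, and Cd4 did with no Cd4 UMI needed (-0.0113). In that alternative Cd4 no longer defined the cells, and a cluster of 215 cells led by Gzmk, Klrc1, Ccl5 and Eomes was also named Tph-like. Which of these changed the sign was not tested. Some alternatives left the dividing-like cluster unnamed, so the other states they compared were not always the same.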

Other observations

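The tests of Ccr2 and of joint cytokine detection, and the resampling interval around the V gene ratios, were chosen only after the results were seen. The predictions of the other tests were written before their results. The design has 1 group, so no biological explanation was tested, except that V gene pairs are shared by all mice.

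The number of genes that differed between Tph-like and Tfh-like cells was set against other splits. Without the library block, 1 of the 10 splits of the 6 sums, the real one, gave as many genes (71), and the others gave 0 to 6. With 10 splits the share is never under 0.1, so a chance split cannot be told apart by this count. With the block, swapping the 2 states of library 1 or 2 gave 0 genes and swapping those of library 3 gave 9, against 659. The clusters were made over all libraries, and a swap turns a difference they share into error. A lower count was therefore fixed in advance, and no conclusion is drawn from it. A second concern was that clusters were made from the UMIs that were then tested. With clusters from UMIs drawn with a probability of 0.5, 463 genes passed on those UMIs and 423 on the rest, or 91.4% as many. For those clusters, reuse of the same UMIs therefore may explain at most a small part of the count. Whether the same genes passed on both was not computed. Those clusters also differ from the ones behind the 659, so the test sets no bound on that count. Cells with a continuous gradient between the states would also pass this test.

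Most macrophage-like cells came from library 2. A candidate explanation was that lower depth hid macrophages in the other libraries. After thinning cells to 1100 UMIs, the share of thinned cells with UMIs of at least 2 of the 3 C1q genes was 35.0% in library 2, 0.726% in library 1 and 0.422% in library 3. Library 2 was still 48.2 times the higher of the others, which argues against depth as the whole cause. Thinning, however, left out the shallowest cells, 542, 331 and 349 in libraries 1 to 3, among them 11 of the 17 macrophage-like cells of library 3. If every cell left out of library 1 or 3 had such UMIs and none of library 2 did, the shares over all cells would be 14.7% in library 1, 33.6% in library 2 and 23.1% in library 3. Library 2 would still be 2.28 times library 1, but only 1.46 times library 3, within the 1.5 times allowed beforehand. Depth as the whole cause is thus argued against more firmly for library 1 than for library 3. These bounds were added after the shares were seen. Sorting, dissection, disease stage and differences between single mice stay open, since each library is 1 preparation.

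Cxcl13 UMIs in Tph-like cells of library 2 could come from macrophage-like cells, where Cxcl13 was at 4883 CPM before scaling. In Tph-like cells it reached 0.848% of that level, within the 0.386% to 0.918% of C1qa, C1qb, C1qc, Apoe and Lyz2. These 19 UMIs are what free RNA or doublets predict. In Tfh-like and stem-like cells of that library, however, Cxcl13 reached 1.08% and 1.23%, above the 5 genes there. Free macrophage RNA with this profile does not predict that. The most UMIs in 1 cell were 9 of 35 in Tfh-like and 5 of 40 in stem-like cells. In Treg-like cells Cxcl13 reached 0.841%, also above (at most 0.571%), but 1 cell held 12 of the 29 UMIs. The Treg-like value therefore decides little. In dividing-like cells Cxcl13 reached 0.306%, within the 5 genes, and in interferon-response-like cells 0.281%, from 1 UMI, below them. The states thus disagree, and the source of these UMIs stays open. In library 1, dividing-like CD4 T cells held 34 Cxcl13 UMIs, all in 1 cell, while the C1q genes had 0 UMIs in that state.

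Ccr2 was higher in Tph-like than in Tfh-like cells, at 221 ± 150 CPM against 21.8 ± 9.88 CPM (SD, n = 3), and was at 342 ± 161 CPM in Treg-like cells. The study described its Tph-like cluster as lacking this gene. The difference may come from the rebuilt names. Free RNA or doublets from monocyte-like cells were a candidate explanation. In Tph-like cells Ccr2 reached 60.4%, 98.0% and 28.5% of its monocyte-like level in libraries 1 to 3, while Chil3, Vcan and F10 had 0 UMIs in each. Other genes of that marker list, which T cells also express, were left out. This argues against monocyte RNA in libraries 1 and 2. Library 3 decides nothing alone, since its value rests on 4 UMIs and 0 UMIs of Chil3 allow up to 33% of the monocyte-like level. Whether the protein is made was not measured here.

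Il21, Ifng and Il10 were detected in the same Tph-like cells. After thinning, 61 of 327 Tph-like cells had at least 2 of the 3 genes, where 10000 shuffles of each gene within library gave 63.6 on average and 55 to 72 in 95% of cases. The number is consistent with independent detection. The test cannot exclude a small group of cells with all 3.

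Pairs of receptor V genes were compared between states, an idea taken from the study's finding of shared clones. Both an alpha and a beta V gene were assigned in 1189 of the Tph-like, Tfh-like, stem-like, Treg-like and dividing-like cells. The other CD4 T cells were not used for this. A random Tph-like and a random Tfh-like cell of 1 library had the same pair in 0.879% of cases on average (0.703% to 1.21%), against 0.417% for Tph-like and stem-like cells. Free receptor RNA would give every state alike, and the ratio was 2.11, above 1 in each library (1.68 to 2.68). Resampling the cells gave 0.665 to 6.14, which includes 1. V gene pairs shared by all mice would match as often across libraries, where the rate was 0.324%, or a ratio of 2.71 with a resampled range of 0.998 to 7.58. Neither explanation can be told apart from shared clones, since the cells are too few. By the point estimates alone, the rule written beforehand would have excluded both.

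CD4 T cells here numbered 2110. That is lower than the number quoted from the study above, which also covered cells of other mice that were not used here. The cytokine shares here are over 400 Tph-like cells, or 327 after thinning, and the study's are over its own Tph-like cluster, so no direction is given. The study's count of genes used a cut on the fold change, its own clusters and more mice. The count here used no such cut, so the counts are not compared.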
